# Metabolic Effect of an Oriental Herbal Medicine on Obesity and Its Comorbidities with Transcriptional Responses in Diet-Induced Obese Mice

**DOI:** 10.3390/ijms18040747

**Published:** 2017-04-01

**Authors:** Ji-Young Choi, Ye Jin Kim, Su-Jung Cho, Eun-Young Kwon, Ri Ryu, Myung-Sook Choi

**Keywords:** herbal medicine, obesity, oxidative phosphorylation, RNA-seq, transcriptome

## Abstract

Taeeumjowuitang (TJ) is an alternative herbal medicine that has been used to treat obesity in Korea. The molecular mechanisms involved in TJ-induced anti-obesity effects have not yet been determined. The aim of the current study was to elucidate the effects of TJ on obesity and metabolic syndrome, by analyzing the transcriptional and metabolic responses to TJ treatment. C57BL/6J mice were fed a high-fat or high-fat + 3% (*w*/*w*) TJ diet for 12 weeks. Their phenotypic characteristics were measured and the anti-obesity mechanism was elucidated, based on the RNA sequencing (RNA-seq) transcriptomic profiles in an animal model of obesity. TJ treatment ameliorated insulin resistance, dyslipidemia, and hepatic steatosis in high-fat diet-induced obese mice, with a simultaneous reduction in body weight gain by enhancing energy expenditure and suppressing adiposity. An analysis of the global transcriptional changes by RNA-seq revealed that TJ upregulated mitochondrial oxidative phosphorylation-associated genes in epididymal white adipose tissue (eWAT), suggesting an enhanced mitochondrial function after TJ treatment. Moreover, TJ effectively attenuated the high-fat diet-induced inflammatory response through transcriptional changes in eWAT. Our findings provide some mechanistic insights into the effects of TJ, an alternative oriental medicine, in the treatment of obesity and its comorbidities. They demonstrate that metabolic and transcriptional responses to diet-induced obesity with TJ treatment were desirable in adipose tissue metabolism.

## 1. Introduction

Obesity is a metabolic disorder characterized by an excessive accumulation of body fat due to the imbalance between energy intake and expenditure. It is a major factor contributing to the development of pathological conditions such as dyslipidemia, cardiovascular disease, type 2 diabetes mellitus, fatty liver, and even some cancers [1,2]. Adipose tissue plays a major role in energy homeostasis and is not only a storage site for excessive energy, but also an endocrine organ, secreting hormones, cytokines, and proteins that affect whole-body homeostasis [3]. White adipose tissue (WAT) is involved in obesity and its complications. Specifically, chronic inflammation in the WAT plays a pivotal role in the development of obesity-related metabolic diseases [4]. In addition, enlarged WAT leads to the dysregulated secretion of adipokines and promotes the release of free fatty acids (FFAs) into the circulatory system from adipocytes; the released FFAs and pro-inflammatory adipokines also play a key role in the development of obesity-related metabolic disturbances, especially insulin resistance [5,6]. Thus, unveiling the molecular function of adipose tissue is critical for a better overall understanding of energy metabolism and inflammation response.

In many insulin-resistant states, including obesity and type 2 diabetes, the electron transport chain function is dysregulated [7]. Mitochondrial mass and its activity decreased in the WAT of obese mice [8], and the expression of oxidative phosphorylation (OXPHOS)-related genes was markedly downregulated in the WAT of diet-induced obese and *db*/*db* mice [9]. In the WAT of obese humans, the expression and activity of the components of OXPHOS were downregulated; this expression pattern was correlated with the degree of obesity [10]. In addition, the decreased mitochondrial capacity in adipocytes has been suggested to alter insulin sensitivity and function [11]. Thus, the contribution of adipocyte mitochondria to whole-body energy metabolism may depend on the mitochondrial OXPHOS capacity in the adipose tissue [12].

Taeeumjowuitang (TJ), composed of water extracts from eight plants, is a traditional Korean herbal medicine. The eight plant extracts in TJ are: *Coicis Semen*, *Castaneae Semen*, *Raphani Semen*, *Schizandrae Fructus*, *Platycodi Radix*, *Radix Ophiopogonis*, *Acori Graminei Rhizoma*, and *Ephedrae Herba*. The anti-obesity effect of TJ has been demonstrated in some animal and human studies [13,14,15,16]. However, the mechanism attributable to this anti-obesity effect has not yet been elucidated. In the present study, we investigated the possible mechanisms of the anti-obesity effect of TJ by focusing on its phenotypic and transcriptional responses in an obesogenic animal model. This is the first report to integrate the efficacy of TJ with a fat tissue transcriptome obtained from RNA sequencing (RNA-seq). The metabolic effects of TJ were evaluated using interactive pathway analysis (IPA) to identify the adipocyte-specific molecular effects. 

## 2. Results

### 2.1. Taeeumjowuitang (TJ) Lowered Both Body and White Adipose Tissue (WAT) Mass, and Improved Fat Tissue Morphology in Diet-Induced Obese (DIO) Mice

After 12 weeks, body weight was significantly lower in the TJ group than in the high-fat diet (HFD) group (Figure 1A). Energy intake was not significantly different between groups; therefore, the food efficiency ratio (FER) was significantly lower in the TJ group than in the HFD group (Table 1). Similar to the trends observed in body weight, liver weight per 100 g body weight was significantly lower in the TJ-treated group than in the HFD group. The significant reductions in kidney and muscle weights observed in the HFD group were reversed upon treatment with TJ (Table 1). When WAT weight was expressed as g/100 g body weight, perirenal, mesenteric, and interscapular WAT deposits were significantly lower in the TJ group than in the HFD group, by 29.1%, 49.6%, and 21.9%, respectively, while the weights of visceral and total WAT deposits decreased by 18.5% and 18%, respectively (Table 1). In addition, the epididymal adipocyte size in the TJ mice was visibly smaller than in the HFD-fed mice. Masson’s trichrome staining of epididymal WAT (eWAT) revealed visible morphological evidence of fibrosis in the HFD group, while no signs of fibrotic changes were identified in the TJ group (Figure 1B).

### 2.2. TJ Improved Lipid Profiles in Plasma and Liver, and Hepatic Tissue Morphology, While Altering Hepatic Lipid Regulating Enzyme Activities in DIO Mice

The plasma total-cholesterol level was significantly lower in the TJ group than in the HFD group at the end of the experimental period (Figure 2A). There was no significant difference in the plasma triglyceride level between groups at the end of the experimental period (Figure 2B). The hepatic fatty acid, triglyceride, and cholesterol contents in the TJ group were significantly lower when compared to those in the HFD group (Figure 2C–E). Hepatic tissue morphology also showed a decreased accumulation of hepatic lipid droplets in the TJ groups (Figure 2F). Masson’s trichrome (MT) staining of the liver revealed no fibrotic change in the TJ group, whereas fibrosis, indicated by blue staining, was observed around the vessels in the HFD group (Figure 2F). Of the two enzymes involved in fatty acid oxidation, the activity of β-oxidation was not significantly different between the HFD and TJ groups, whereas the activity of carnitine palmitoyl-CoA transferase (CPT) increased in the TJ treatment group (Figure 2G,H). The activity of the hepatic cholesterol-regulating enzyme, HMG-CoA reductase (HMGCR), markedly decreased in the TJ group relative to that in the HFD group (Figure 2I). Furthermore, the levels of plasma GOT and GPT (two hepatic toxicity markers) were significantly decreased by TJ treatment (Figure 2J,K).

### 2.3. TJ Reduced Insulin Resistance and Plasma Glucose in DIO Mice

The plasma glucose and insulin concentrations significantly decreased with TJ treatment after 12 weeks, compared to those in the HFD group (Figure 3A,B). HOMA-IR was significantly lower in the TJ group (Figure 3C), indicating decreased insulin resistance. The HFD-induced increase in hepatic glycogen was attenuated by TJ treatment (Figure 3D), while glucokinase activity significantly increased in the TJ group (Figure 3E).

### 2.4. TJ Attenuated the Level of Plasma Adipokines and Inflammatory Cytokines in DIO Mice

The plasma leptin and resistin levels were remarkably lower in TJ-treated mice compared to those in the HFD group (Table 2). In contrast, the plasma adiponectin level was significantly elevated in the TJ group when compared to the HFD group. Furthermore, the plasma levels of plasminogen activator inhibitor 1(PAI-1), interferon gamma (IFN-γ), and monocyte chemotactic protein 1 (MCP-1) were significantly decreased in the TJ group compared to those in the HFD group (Table 2).

### 2.5. TJ Enhances Energy Expenditure in DIO Mice

TJ treatment resulted in a significant augmentation of the energy expenditure, relative to that in the HFD group, during the dark phase (Figure 4A,B). Furthermore, TJ-treated diet-induced obese (DIO) mice displayed a higher oxygen consumption (VO_2_) during the dark phase (Figure 4C).

### 2.6. TJ Induces the Protein Expression Related to AMPK Pathway and Mitochondrial Function in eWAT

Immunohistochemistry analysis showed that the eWAT depot from the TJ group contained more beta-3 adrenergic receptor (ADRB3)-positive cells than that from the HFD group (Figure 5). Furthermore, eWAT in TJ-treated mice revealed a substantial increase in the abundance of multilocular-, PRKAG3- (AMPK gamma 3), ATP5L-, and uncoupling protein 3 (UCP3)-expressing adipocytes when compared with HFD-fed mice (Figure 5).

### 2.7. TJ Modulates Transcriptomic Networks of eWAT in DIO Mice

When the DEGs in the eWAT were examined, 3020 DEGs (1217 up- and 1803 down-regulated genes) were differentially expressed in the TJ group compared to the number seen in the HFD group (*q*-value < 0.05 and fold change ≥ 1.5) (Figure 6A,B). 

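The RNA-seq compared 3 libraries of the HFD group with 3 libraries of the TJ group, each made from the eWAT of a single mouse after 12 weeks on the diet. The authors mapped the reads with STAR and computed the expression of each gene with Cufflinks as FPKM, fragments scaled to the length of the transcript and the depth of the library. They masked noncoding gene regions and used multiread and fragment bias correction. Their methods name the human reference genome, whereas all 23474 genes in the deposited FPKM table carry mouse Ensembl identifiers. The steps between the smallest FPKM values of long transcripts correspond to roughly 14.0M to 18.5M mapped fragments per library in the HFD group (median 16.3M) and 15.8M to 17.2M in the TJ group (median 16.7M). These depths are approximate, and FPKM values give no counting error, so the precision rests on the spread between mice. The FPKM values of a library summed to between 527904 and 725245. Across genes, which are not independent replicates, the Spearman correlation between libraries was 0.921 to 0.973 within the HFD group and 0.954 to 0.990 within the TJ group. The authors called DEGs from read counts with TCC. Counts were not used here, and the groups were compared with limma (lmFit and eBayes with a mean-variance trend) on log2(FPKM + 1). The comparison covered the 12807 genes with a mean of at least 1 FPKM over the 6 libraries. A gene was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5.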

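In limma, 2366 genes were DEGs between the TJ and HFD groups, of which 949 were upregulated and 1417 were downregulated in the TJ group. Without adjustment, 5299 genes had a p-value under 0.05. In all 2366 DEGs, the 3 TJ values lay on the same side of the 3 HFD values, as they did in 51.5% of the tested genes, where chance gives 10%. The number of DEGs moved most when all 12 deposited libraries shared a single estimate of the spread, which left 0 DEGs and 2104 genes with an unadjusted p-value under 0.05. These 12 libraries include replicate 1 of a normal diet group (ND) that the paper does not describe. Its Spearman correlation with the other ND libraries was only 0.268 and 0.526, and its share in the loss was not tested. The number of DEGs was also 0 without HFD replicate 1, 2 or 3 or without TJ replicate 1. These fits had 3732 to 4735 genes at an unadjusted p-value under 0.05. There were 2023 DEGs without TJ replicate 2 and 3412 without TJ replicate 3. The median log2 fold change of all tested genes was -0.14 and moved to -0.03 when the libraries were scaled by median of ratios, where 1229 DEGs were upregulated and 1177 downregulated. With quantile normalization it was 0.03, and 1543 DEGs were upregulated and 1151 downregulated.

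With a pseudocount of 1, the largest upregulated DEG was Cfd (ENSMUSG00000061780, adipsin, chromosome 10 of GRCm38 from 79890853 to 79892655). Its mean was 313 ± 53.5 FPKM (SD, n = 3) in the HFD group and 4352 ± 4287 FPKM (SD, n = 3) in the TJ group, where TJ replicate 2 alone had 9296 FPKM. Its log2 fold change was 3.36 (standard error 0.61, limma adjusted p = 0.0248). Cyp2e1 followed with a log2 fold change of 3.30, from 94.0 ± 25.0 to 991 ± 533 FPKM (SD, n = 3). The log2 fold change was 3.01 for Eif4ebp3 and 2.91 for Gm20547, whose span covers C2 and Cfb on the same strand, so its fragments are not certain to be its own. ENSMUSG00000091176, which has no symbol, was listed at 0 in the HFD group and at 3.32 to 8.21 FPKM in the TJ group. With a pseudocount of 1, the largest downregulated DEG was Zranb3 (ENSMUSG00000036086, chromosome 1 from 127954184 to 128103047), with 62.2 ± 19.7 FPKM (SD, n = 3) in the HFD group and 5.11 ± 3.49 FPKM (SD, n = 3) in the TJ group. Its log2 fold change was -3.57 (standard error 0.53, limma adjusted p = 0.0206). Tm4sf19, Rnf128, Dnmt3a and Adam8 had log2 fold changes of -3.33, -3.01, -2.83 and -2.80, and that of Adam8 was -1.78 without TJ replicate 2. This order depends on the pseudocount. With 0.1, ENSMUSG00000091176 came first, for which no fold change is given since the HFD group is at 0. The log2 fold changes of Eif4ebp3 and Gm20547, at 4.40 and 5.73, then exceeded that of Cfd, at 3.37, and Tm4sf19, at -4.08 and then not a DEG, lay beyond Zranb3, at -3.92.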

In order to validate RNA-seq data, we performed RT-qPCR. We selected genes which are involved in the AMPK pathway (*Adipoq* and *Adrb3*) and mitochondrial function (*Ndufa2* and *Ucp3*) in the DEGs list (TJ vs. HFD). As a result, the RNA-seq- and RT-qPCR-determined expression levels were in good agreement (Figure 6C). 

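All 4 selected genes were higher in each TJ library than in each HFD library. Adipoq (ENSMUSG00000022878, chromosome 16 of GRCm38 from 23146536 to 23158028) encodes adiponectin. It measured 991 ± 71.8 FPKM (SD, n = 3) in the HFD group and 2801 ± 816 FPKM (SD, n = 3) in the TJ group, a log2 fold change of 1.46 (standard error 0.22, limma adjusted p = 0.0220). Adrb3 (ENSMUSG00000031489, chromosome 8 from 27225776 to 27250616) encodes the beta-3 adrenergic receptor. It rose from 63.4 ± 25.9 to 380 ± 205 FPKM (SD, n = 3), a log2 fold change of 2.51 (standard error 0.41, limma adjusted p = 0.0240). Ndufa2 (ENSMUSG00000014294, chromosome 18 from 36742332 to 36744557) encodes a subunit of complex I. It rose from 97.9 ± 4.70 to 271 ± 149 FPKM (SD, n = 3), a log2 fold change of 1.32 (standard error 0.37, limma adjusted p = 0.0468), and it overlaps Tmco6 on the opposite strand. Ucp3 (ENSMUSG00000032942, chromosome 7 from 100472990 to 100486432) encodes uncoupling protein 3. It rose from 14.7 ± 1.96 to 36.8 ± 6.62 FPKM (SD, n = 3), a log2 fold change of 1.26 (standard error 0.17, limma adjusted p = 0.0196).

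**Figure D1:**
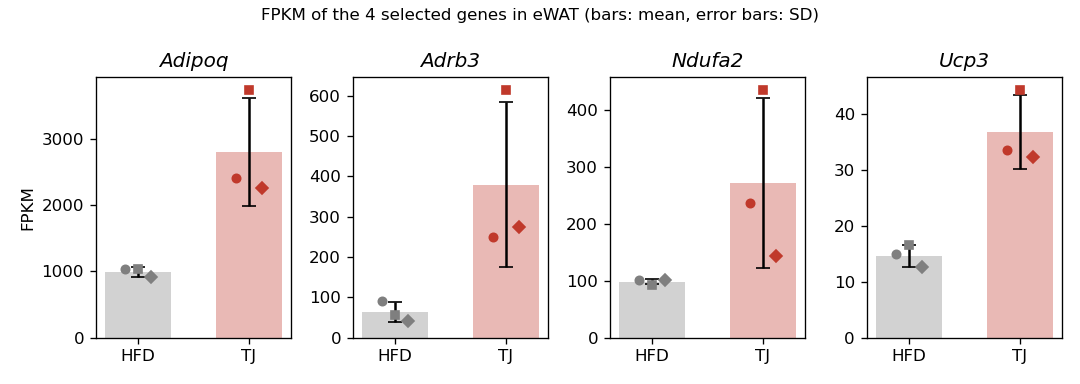
FPKM values of Adipoq, Adrb3, Ndufa2 and Ucp3 in eWAT, with 1 point per library, bars for the group means and error bars for the SD. The TJ values lie above the HFD values for each gene, and TJ replicate 2 (square) has the highest value of each gene.

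The 4 genes were DEGs without TJ replicate 2 and without TJ replicate 3. None of them passed without HFD replicate 1, 2 or 3 or without TJ replicate 1, where the adjusted p-values from limma ran from 0.0512 to 0.139. With all 12 libraries in the fit, 0 of them passed and 1 had an unadjusted p-value under 0.05. Ndufa2 also lost the call with array weights and without the mean-variance trend (limma adjusted p = 0.0862 and 0.0540, within a range of 0.0277 to 0.474 over the 18 alternatives). Its transcript is short, at 572 nt, and when the trend of the fold change with transcript length was removed, its log2 fold change was 0.90.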

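On the FPKM scale, the mean of the TJ group divided by the mean of the HFD group was 2.83 for Adipoq, 5.99 for Adrb3, 2.77 for Ndufa2 and 2.51 for Ucp3. Ct values were not analysed here. A two-sided exact permutation test of the FPKM values gave p = 0.1 for each of the 4 genes, which is the smallest p that 3 libraries against 3 allow.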

The 3020 DEGs in the TJ vs. HFD group were used for Ingenuity Pathway Analysis (IPA), to identify significant molecular networks and canonical pathways underlying the gene expression profiles altered by TJ. For the 1217 up-regulated DEGs mapped to IPA (genes not mapped to the IPA database were excluded in our pathway analysis), the top-ranked networks (score ≥ 5) and canonical pathways (*p*-value < 0.05) in eWAT are shown in Figure 7. Of the top three networks, “Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry” was the highest rated network, with 35 focus molecules and a significance score of 29 (Figure 7A,B). This indicates that TJ may regulate lipid metabolic processes in the eWAT. 

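The red nodes of the highest rated network that could be read in Figure 7B gave a list of 26 genes. The study took them from the DEGs of these libraries, so their direction is not independent evidence. All 26 were higher in the TJ group, with a median log2 fold change of 0.95, and 18 of them were DEGs over all genes tested. Adjusted over the list alone, 22 passed. The members ranged from Adh1 at 0.14, which turned to -0.11 when the trend with transcript length was removed, to Retn at 2.42. limma's camera test with a preset inter-gene correlation of 0.01 gave an adjusted p of 2.1e-13 over the 10 pathway and network lists that were tested.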

Of 38 canonical pathways (*p*-value < 0.05), the top 10 pathways in the TJ vs. HFD groups are shown in Figure 7C. 

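The OXPHOS pathway was measured with a list of 82 nuclear genes, the subunits of complexes I to V, taken by a rule on gene symbols that did not use the data. Their median log2 fold change between the TJ and HFD groups was 0.77, and 76 of them were higher in the TJ group. There were 31 DEGs in the list, all upregulated (odds ratio 7.82 against the other tested genes, Fisher's exact test, p = 5.5e-15). Adjusted over the list alone, 45 genes were higher and 0 lower. The largest rise was in Ndufa5 (ENSMUSG00000023089, chromosome 6 of GRCm38 from 24518666 to 24528013), from 36.7 ± 8.01 to 102 ± 52 FPKM (SD, n = 3), a log2 fold change of 1.35 (standard error 0.36, limma adjusted p = 0.0436). The lowest member was Cox8c at -1.66 (limma adjusted p = 0.345), whose HFD libraries had 38.0, 0.383 and 0 FPKM, and which was -2.62 without HFD replicate 3. Its fall rested on HFD replicate 1, without which Cox8c was under the filter of 1 FPKM and not tested. Cox8c was highest in ND replicates 1 and 3 (1651 and 43.5 FPKM) and HFD replicate 1. These libraries also had the highest sums over germ cell genes, so the fall cannot be assigned to eWAT. limma's camera test of the list gave p = 1.1e-17, whereas an exact permutation of 3 libraries against 3 cannot go under 0.1. The test fry, which has no preset correlation, gave 0.0441, and camera with the correlation estimated from these libraries gave 0.208.

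The median stayed positive with median-of-ratios scaling, at 0.90, and with quantile normalization, at 0.63. It was 0.52 without TJ replicate 2, the library in which these genes were highest. The number of DEGs in the list was 0 with all 12 libraries in the fit, with 31 genes at an unadjusted p-value under 0.05. The 38 genes read from the heat map in Figure 7E, which the study chose on these libraries, had a median of 0.92 and held 24 DEGs. OXPHOS genes are short, with a median transcript length of 863 nt against 3026 nt for all tested genes, and across all tested genes the fold change fell with length (Spearman correlation -0.357). After that trend was removed, the median of the 82 genes was 0.45, with 24 DEGs.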

Based on IPA, the most significant pathway identified among canonical pathways was “Oxidative Phosphorylation (OXPHOS)” (Figure 7C), and the majority of OXPHOS-associated gene components were upregulated in eWAT upon TJ treatment (Figure 7D). In addition, glutathione-mediated detoxification, fatty acid β-oxidation, and degradation pathways of amino acids, including valine, alanine, leucine, tryptophan, tyrosine, and isoleucine, were identified as significant canonical pathways (Figure 7C and Supplementary Table S3).

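Lists for these pathways were written from general knowledge or from gene symbols, without the data. Of 26 expressed glutathione S-transferase and glutathione peroxidase genes, 15 were DEGs, all upregulated, and the median log2 fold change was 0.82 (camera adjusted p = 4.2e-08). Gstt2 was the highest member at 1.59. Gstm7 was the lowest at -1.39, and HFD replicate 2, with 66.8 FPKM, decided that value, since it was -0.29 without this library. Of 22 genes for the degradation of valine, leucine and isoleucine, 12 were DEGs, all upregulated, with a median of 0.68 (camera adjusted p = 1.1e-07). The highest member was Bckdhb at 1.33. Of 22 genes for fatty acid β-oxidation, Hadh, Echs1 and Etfb were upregulated DEGs and Cpt1b was a downregulated DEG, and these were named after their values were seen. The median of this list was 0.31 with 15 genes higher (camera adjusted p = 0.0117, Fisher's exact test of the DEGs p = 0.22), and its members ranged from Cpt1b at -1.23 to Eci1 at 1.00, which was 0.64 without TJ replicate 2.

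Of the 10 pathway and network lists, 9 passed camera at an adjusted p-value under 0.05 and 8 passed fry, where fatty acid β-oxidation did not (adjusted p = 0.0551). With the correlation estimated from the libraries, 0 passed, and the smallest unadjusted p was 0.0639. Genes of the tricarboxylic acid cycle had a median of 0.18 and 0 DEGs among 13 genes, 2 of which had an unadjusted p-value under 0.05 (camera adjusted p = 0.0591). This list passed camera with median-of-ratios scaling and with no filter (adjusted p-values over 7 alternatives 0.0228 to 0.649). After the trend of the fold change with transcript length was removed, a step chosen after seeing the data, the median was 0.46 with 11 DEGs for the glutathione genes, 0.50 with 8 DEGs for the degradation of branched-chain amino acids and 0.13 for fatty acid β-oxidation. With quantile normalization the last was 0.22 and did not pass camera (adjusted p-values over 7 alternatives 0.00477 to 0.231).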

Meanwhile, the top three networks identified by down-regulated DEGs were associated with the networks “Connective Tissue Development and Function, Tissue Morphology, Nutritional Disease”, “Metabolic Disease, Cardiovascular System Development and Function, Nervous System Development and Function”, and “Organismal Functions, Lipid Metabolism, Molecular Transport” (Figure 8A,B). Of these three networks, “Connective Tissue Development and Function, Tissue Morphology, Nutritional Disease” was the highest rated network, with 21 focus molecules and a significance score of 10 (Figure 8A). 

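The green nodes that could be read in Figure 8B gave a list for each of these networks, again chosen by the study on these libraries. For the highest rated network, 10 genes were tested and all were lower in the TJ group, with a median log2 fold change of -1.90 and 7 DEGs (camera adjusted p = 0.000411). Its members ranged from Mmp12 to Arntl, which was at -1.16. For the network on metabolic disease, all 10 genes were lower, with a median of -1.67, from Spp1 at -2.89 (-1.82 without TJ replicate 2) to Col6a3 at -0.66 (camera adjusted p = 0.000563). Its 5 DEGs, named after their values were seen, were Anxa1, Lcp1, Cd83, Iqgap1 and Tnfrsf1b. For the network on organismal functions, all 11 genes were lower, with a median of -1.23 and 6 DEGs. Its members ranged from Ncoa1 at -0.67 to Krt8 at -1.91, which was not a DEG (limma adjusted p = 0.0621). Krt8 was highest in HFD replicate 2, with 14.9 FPKM against 5.69 and 1.69 FPKM in the other HFD libraries. Ehf, Epcam, Krt8 and Krt18 of this network are also epithelium markers. The epithelium markers summed to 28.4, 111 and 10.8 FPKM in HFD replicates 1, 2 and 3. In TJ replicates 1, 2 and 3 they summed to 5.44, 10.3 and 6.99 FPKM. For these genes, epithelium RNA in HFD libraries and an effect of TJ cannot be told apart. Adjusted over the list alone, 10, 9 and 7 genes of the 3 networks passed.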

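Of the genes in the leukocyte extravasation heat map of Figure 8E, 31 were read by eye, and all 31 were lower in the TJ group than in the HFD group. Their median log2 fold change was -1.41, and 18 were DEGs (odds ratio 11.3, Fisher's exact test, p = 2.8e-10). Adjusted over the list alone, 29 passed, which is not independent evidence because the study drew the list from these libraries. The largest fall was in Mmp12 (ENSMUSG00000049723, chromosome 9 of GRCm38 from 7344381 to 7369499), from 1059 ± 286 to 186 ± 148 FPKM (SD, n = 3), a log2 fold change of -3.18 that did not pass the threshold (standard error 0.96, limma adjusted p = 0.0551). The smallest was in Tec, at -0.81 (limma adjusted p = 0.0904). Without TJ replicate 2, these were -1.94 and -0.45. limma's camera test gave p = 8.8e-10 for the list, fry gave 0.0135 and camera with an estimated correlation 0.201, beside a smallest exact permutation p of 0.1.

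A list of 29 phagocytosis receptor genes written from general knowledge had a median of -1.39 and 20 downregulated DEGs (camera adjusted p = 1.1e-07). Its lowest member was Tlr8 at -2.79, and its single higher member was Marco at 0.36, with 1.11 FPKM on average in the HFD group and 1.72 in the TJ group. Among 13 matrix metalloproteases and their inhibitors, 7 were downregulated DEGs and Timp3 was an upregulated DEG at 0.68, and the median was -1.24 (camera adjusted p = 0.0117).

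**Figure D2:**
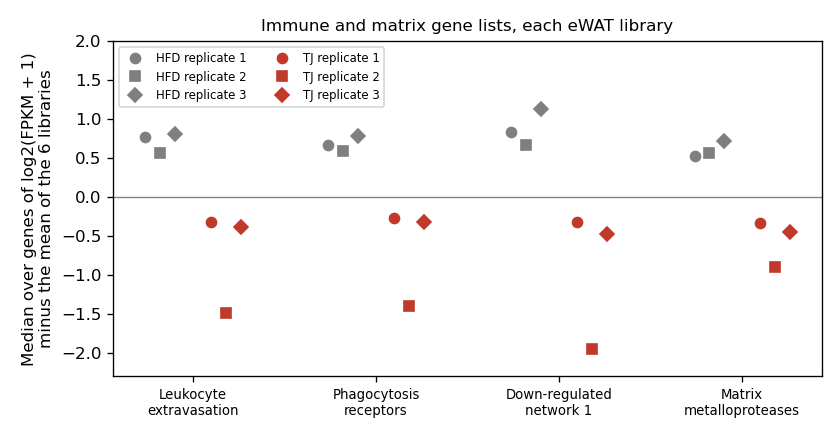
Expression of 4 gene lists in each eWAT library, as the median over genes of log2(FPKM + 1) minus the gene's mean over the 6 libraries. Each HFD library lies above each TJ library in all 4 lists, and TJ replicate 2 (red square) is the lowest, at -1.49 for leukocyte extravasation.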

We also identified canonical pathways associated with immune responses, including leukocyte extravasation, phagocytosis in macrophages and monocytes, phagosome formation, and many genes involved in inflammatory signaling in the eWAT of TJ vs. HFD (Figure 8C–E and Supplementary Table S4).

## 3. Discussion

In the current study, we evaluated the effect of TJ and the potential mechanisms underlying metabolic regulation by using RNA-seq transcriptomic profiles in a diet-induced obesity model. As expected, TJ treatment attenuated HFD-induced obesity, dyslipidemia, hepatic steatosis, insulin resistance, and inflammatory response. The present study also showed the multiple effects of TJ involved in ameliorating metabolic disturbances in obese mice.

In general, obesity is a key risk factor in the development of metabolic diseases [17]. Average daily weight gains for the 12-week experimental period were significantly lower in the TJ group than in the HFD group, despite unaltered energy intake between TJ and HFD groups. Given these results, the FER was significantly lower in TJ-treated mice. One possible explanation for the lower FER could be the increased energy expenditure during the dark phase upon treatment with TJ, compared to that in the HFD group. This was also supported by the measurement of a higher oxygen consumption (VO_2_) in the TJ group during the dark phase. TJ treatment reversed the increased body fat mass and adipocyte hypertrophy observed in HFD mice. In eWAT adipocytes, TJ-treated mice showed no signs of collagen fibril infiltration, which is common in obese mice. 

Another possible explanation for the observed body fat reduction could be the increased transcriptional response of OXPHOS upon treatment with TJ when compared to the HFD group. According to previous studies, a sustained activation of ADRB3 is displayed in the pronounced remodeling of WAT, which contains mitochondrial biogenesis and the augmentation of the metabolic rate [18]. In this study, the chronic activation of ADRB3 by TJ significantly altered the expression of OXPHOS-related genes, including the electron transport chain, in eWAT. In particular, our data, obtained using IPA, showed that OXPHOS is the most significant canonical pathway among the 38 canonical pathways. 

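By complex, the median log2 fold change of the nuclear subunits between the TJ and HFD groups was 0.92 for the 36 genes of complex I, 0.68 for the 9 of complex III, 0.75 for the 17 of complex IV and 0.65 for the 16 of ATP synthase. In complex I, 35 genes were higher and 20 were DEGs, and Ndufs1 was lower at -0.54 (limma adjusted p = 0.0900) and at -0.35 without TJ replicate 2. In complex III, 8 genes were higher, from Uqcr11 at 1.21 down, and Uqcrc2 was at -0.06, a sign that turned to 0.07 with median-of-ratios scaling. Its 4 DEGs were Uqcr10, Uqcr11, Uqcrfs1 and Uqcrq. In complex IV, 13 genes were higher, with Cox6a1, Cox7a2 and Cox8a (1.25) as DEGs. In ATP synthase, all 16 genes were higher, from Atp5a1 at 0.06, which was -0.22 with quantile normalization, to Atp5l at 1.05, with Atp5g3, Atp5h and Atp5l as DEGs. The DEGs of these complexes were named after their values were seen. limma's fry gave p = 0.0328 for complex I, 0.0589 for complex III, 0.0852 for complex IV and 0.0498 for ATP synthase, where an exact permutation cannot go under 0.1.

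**Figure D3:**
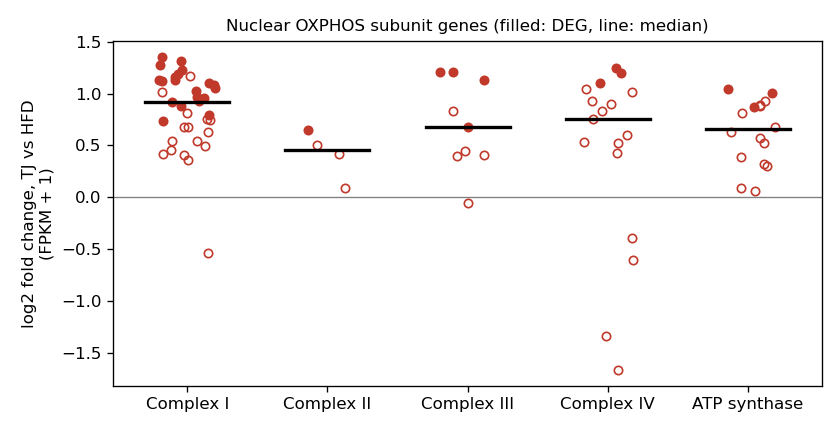
log2 fold change of each nuclear OXPHOS subunit gene between the TJ and HFD groups, by complex, with DEGs as filled circles, other genes as open circles and the median of each complex as a line. The medians lie between 0.46 (complex II) and 0.92 (complex I).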

A majority of the OXPHOS-associated genes, including NADH dehydrogenase (complex I), ubiquinol-cytochrome c reductase (complex III), cytochrome c oxidase (complex IV), and ATP synthase, were augmented by TJ treatment. Consistent with the present study, most insulin-resistant states are characterized by the dysregulation of electron transport chain function [7]. The expression and activity of the OXPHOS components were downregulated in the WAT of human subjects, correlating with the degree of obesity [10], and the mitochondrial OXPHOS capacity of the adipose tissue was important to whole-body energy metabolism [12]. Therefore, our results suggest that the TJ-induced increase in OXPHOS-related gene expression enhanced the metabolic rate and regulated energy metabolism in eWAT. In *db*/*db* and diet-induced obese mice, the expression of OXPHOS-related genes was markedly decreased, compared to that in normal mice [9].

It is likely that increased mitochondrial OXPHOS-associated gene expression in the eWAT of TJ-treated mice contributed to the improved glucose metabolism in this study. Adiponectin has been shown to act as an insulin sensitizer [19,20]. Plasma adiponectin, a controller of energy homeostasis, was significantly elevated by TJ treatment, with a concomitant increase in the mRNA expression of *Adipoq* (adiponectin) in eWAT. Moreover, the activity of hepatic glucokinase of the TJ group was significantly higher than that in the HFD group, with a decrease in the hepatic glycogen content. It is plausible that TJ improves insulin resistance through increases in hepatic glucokinase activity and the upregulation of *Adipoq* and OXPHOS-related gene expression in eWAT.

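The log2 fold change of Adipoq mRNA between the TJ and HFD groups stayed between 1.24 and 1.60 in the 6 fits that each left out a library. It was lowest, at 1.13, with quantile normalization. Over all 18 alternatives, its adjusted p-value in limma ran from 0.00568 to 0.425, the highest with all 12 libraries in the fit.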

Consistent with reduced fat mass, TJ-treated mice exhibited significant improvements in adipokine secretion, including leptin, resistin, cytokines, and chemokines, compared with the HFD mice. Leptin, the satiety hormone, regulates food intake and energy expenditure. Resistin promotes both inflammation and insulin resistance in animal models [21]. These two adipokines significantly decreased with TJ treatment. In the obese state, the adipocyte is integral to the development of obesity-induced inflammation, by increasing the secretion of various pro-inflammatory chemokines and cytokines [22]. The inflammatory markers such as PAI-1, IFN-γ, and MCP-1 in the TJ group significantly decreased the HFD group level. In addition, according to IPA, TJ supplementation attenuated the diverse signaling pathways associated with immune responses, including the pathways related to leukocyte extravasation, phagocytosis in macrophages and monocytes, communication between cells of innate and adaptive immunity, and many types of inflammatory signaling in the eWAT of DIO mice.

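In each of the lists for leukocyte extravasation, phagocytosis receptors and the highest rated downregulated network, TJ replicate 2 had the lowest expression. Without this library, the median log2 fold change of the leukocyte extravasation genes was -0.96 and 25 of them were DEGs. The number of DEGs in this list was 0 without HFD replicate 1, 2 or 3 or without TJ replicate 1, with 27 to 29 genes at an unadjusted p-value under 0.05. The fall was also present with both scalings, with a median of -1.29 by median of ratios and -1.25 by quantile normalization.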

The chronic administration of an HFD can cause nonalcoholic steatohepatitis (NASH) in animal models and long-standing NASH may proceed to liver cirrhosis [23]. A histological examination of liver tissue from TJ-treated DIO mice revealed a reduction in lipid droplets compared with HFD control mice, indicating the amelioration of hepatic steatosis. Consistent with this histology, marked decreases in hepatic FA, triglyceride, and cholesterol contents, and increased hepatic activities of CPT, were seen after TJ treatment, with simultaneous decreases in HMGCR activity, which is the primary means for controlling cholesterol biosynthesis. Part of this result was consistent with a preceding study that demonstrated that hepatic triglyceride content was significantly lowered by TJ [24]. Moreover, decreased plasma GOT and GPT levels were measured in TJ-treated mice, indicative of the reduced liver damage induced by HFD.

In summary, the data obtained from the present study indicates that TJ treatment can improve or suppress diet-induced obesity and modulate obesity-associated metabolic disorders, such as insulin resistance, dyslipidemia, and fatty liver disease. This modulation occurs partly through an increase in energy expenditure and regulation of lipid, glucose, and inflammatory responses. Overall, metabolic and transcriptional responses to diet-induced obesity with TJ treatment were desirable. In particular, TJ increased the expression of mitochondrial OXPHOS-associated genes in eWAT, suggesting enhanced mitochondrial function after TJ treatment. Moreover, TJ was an effective regulator in the attenuation of the high-fat diet-induced inflammatory response through transcriptional changes in eWAT. 

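Of the OXPHOS genes encoded by mitochondrial DNA, 12 were tested and 11 were higher in the TJ group, with a median log2 fold change of 0.77. The 5 DEGs among them, named after their values were seen, were mt-Co1, mt-Co2, mt-Cytb, mt-Nd4 and mt-Nd6, of which mt-Co2 turned to -0.09 with quantile normalization. mt-Atp8, which overlaps mt-Atp6 on the same strand, was at -0.10 and turned to 0.03 with median-of-ratios scaling. The median of the 12 genes was 0.90 with that scaling, with 5 DEGs, but 0.08 with quantile normalization, with 0 DEGs and 2 genes at an unadjusted p-value under 0.05. With the length trend removed, a step chosen for this list after seeing the data, it was 0.42, with 0 DEGs and 7 genes at an unadjusted p-value under 0.05. These are mRNA levels. From the higher expression of OXPHOS genes in the eWAT, the paper proposes that mitochondrial function was enhanced after TJ treatment.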

Taken together, the present findings provide important mechanistic insights into the anti-obesity effects and amelioration of metabolic complications provided by treatment with the alternative oriental medicine known as TJ.

## 4. Materials and Methods

### 4.1. Animals

Thirty male C57BL/6J mice (four-week-old) were obtained from The Jackson Laboratory (Bar Harbor, ME, USA). All mice were individually housed under a constant temperature (24 °C) and 12-h light/dark cycle. The mice were fed a normal chow diet for one week after arrival, as an acclimatization period. At five weeks of age, they were randomly divided into two groups of 10 mice per group and fed either a high-fat diet (HFD) or HFD + 3% (*w*/*w*) TJ for 12 weeks (Table S2). The HFD (TD06414, Harlan, Madison, WI, USA) contained 60.3 kcal% fat, 18.4 kcal% protein, and 21.3 kcal% carbohydrate. TJ extracts were obtained from I-world Pharm (Incheon, Korea). The dose of TJ was determined based on the Ministry of Food and Drug Safety (MFDS, formerly known as the Korea Food & Drug Administration or KFDA, Cheongju-si, Korea) guidelines. The human TJ dose, 9 g/day for adults, was converted to a mouse dose using the body surface area normalization method [25]. The mice were provided free access to food and distilled water, while body weight and blood glucose levels were measured every 1 to 2 weeks. At the end of the diet period, all mice were anesthetized with isoflurane after a 12-h fast. Blood was taken from the inferior vena cava for the determination of glucose, plasma lipid, and hormone concentrations. The liver and adipose tissue were removed, rinsed with physiological saline, weighed, immediately frozen in liquid nitrogen, and stored at −70 °C until analysis. The animal study protocols were approved by the Ethics Committee of Kyungpook National University, Daegu, Korea (KNU 2012-136, 04 December 2012).

### 4.2. Measurements of Energy Expenditures

Energy expenditure was measured using an indirect calorimeter (Oxylet; Panlab, Cornella, Spain). The mice were placed into individual metabolic chambers at 25 °C, with free access to food and water. O_2_ and CO_2_ analyzers were calibrated with high-purity gas. Oxygen consumption and carbon dioxide production were recorded at 3 min intervals, using a computer-assisted data acquisition program (Chart 5.2; AD Instrument, Sydney, Australia) over a 24-h period, and the data were averaged for each mouse. Energy expenditure (EE) was calculated according to the following formula:

EE (kcal/day/body weight^0.75^) = VO_2_ × 1.44 × [3.815 + (1.232 × VO_2_/VCO_2_)]

### 4.3. Analysis of Plasma, Hepatic, and Fecal Lipids

Enzymatic assays to determine the plasma total-cholesterol and triglyceride levels were performed using kits purchased from Asan Pharm Co. (Seoul, Korea). Hepatic and fecal lipids were extracted according to the methods of Folch [26]. Then, both the cholesterol and triglyceride levels were determined using the same enzymatic kit used for the plasma analyses. The hepatic and fecal fatty acid (FA) levels were measured using the Wako enzymatic kit (Wako Chemicals, Richmond, VA, USA).

### 4.4. Plasma Glutamic Oxaloacetic Transaminase (GOT) and Glutamic Pyruvic Transaminase (GPT) Activities

GOT and GPT activities were measured using commercially available kits (Asan Pharm Co., Seoul, Korea).

### 4.5. Plasma Glucose and Insulin Resistance Index

The plasma glucose level was measured using a commercially available kit (Asan Pharm Co., Seoul, Korea). The homeostasis model assessment for insulin resistance (HOMA-IR) was calculated using the following formula:

HOMA-IR = [fasting insulin concentration (mU/L)] × [fasting glucose concentration (mg/dL) × 0.05551]/22.5

### 4.6. Plasma Hormones, Adipokines, and Proinflammatory Cytokines

Plasma concentrations of insulin and adipokines (leptin, resistin, and plasminogen activator inhibitor 1 (PAI-1)) were quantified using a multiplex detection kit (171-F7001M, Bio-Rad, Hercules, CA, USA) according to the manufacturer’s protocol. Plasma concentrations of adiponectin and plasma cytokines (interferon γ (IFN-γ), and monocyte chemoattractant protein 1 (MCP-1)) were quantified using a detection kit (171-F7002M, Bio-Rad, Hercules, CA, USA) and multiplex detection kit (M60-009RDPD, Bio-Rad), respectively, according to the manufacturer’s instructions.

### 4.7. Hepatic enzyme Activities and Glycogen Concentration

Fatty acid β-oxidation and carnitine palmitoyltransferase (CPT) activities were measured according to previously described protocols [27,28]. Microsomal HMG-CoA reductase (HMGCR) activity was measured using [^14^C]-HMG-CoA and [^14^C]-Oleoyl CoA as substrates [29]. The hepatic glycogen concentration was determined as previously described [30].

### 4.8. Histological Analysis of Epididymal WAT (eWAT) and the Liver

The liver and eWAT were excised from each mouse, fixed in 10% (*v*/*v*) paraformaldehyde in phosphate buffered saline (PBS), and embedded in paraffin for staining with hematoxylin and eosin (H & E) and Masson’s trichrome dye. The stained slices were examined under an optical microscope (Zeiss Axioscope) at 200× magnification [31]. For immunohistochemistry, paraffin-embedded sections were incubated at 4 °C with anti-ADRB3, anti-ATP5L, anti-PRKAG3, or anti-UCP3 (Abcam, Cambridge, MA, USA), followed by detection using the ABC Vectastain-Elite kit (Vectastain ABC kit, Vector Labs, Burlingame, CA, USA) according to the manufacturer’s instructions.

### 4.9. RNA Preparation, Library Preparation, and RNA-Seq

The eWAT was collected from three mice randomly selected from each of the HFD and TJ groups. The total RNA was extracted from eWAT using TRIzol Reagent (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. After synthesizing cDNA libraries, the qualities of the cDNA libraries were evaluated using an Agilent 2100 BioAnalyzer (Agilent, Santa Clara, CA, USA). The cDNA libraries were quantified using the KAPA Library Quantification Kit (Kapa Biosystems, Wilmington, MA, USA). After cluster amplification of the denatured templates, samples in flow cells were sequenced as paired-end polymers (2 × 100 bp) using Illumina HiSeq2500 (Illumina, San Diego, CA, USA)

### 4.10. Preprocessing of the RNA-Seq Data

Low-quality reads were filtered out according to the following criteria: reads containing >10% of skipped bases (marked as N’s), reads containing >40% of bases whose quality scores were <20, and reads whose average quality score was <20. The filtering process was performed using in-house scripts. The remaining reads were mapped onto the human reference genome (Ensembl release 72), using the aligner software STAR v.2.3.0e [32]. The gene expression levels were measured by Cufflinks v2.1.1 [33], using the gene annotation database of Ensembl release 72. The noncoding gene regions were removed by means of the mask option. To improve the accuracy of measurement, “multiread correction” and “frag bias-correct” options were used. All other options were set to default values.

### 4.11. RT-qPCR

The total RNA (1 μg) was reverse-transcribed into cDNA using the QuantiTect^®^ reverse transcription kit (Qiagen, Hilden, Germany). The mRNA expression was then quantified by real-time quantitative PCR (RT-qPCR), using the SYBR green PCR kit (Qiagen, Hilden, Germany) and the CFX96TM real-time system (Bio-Rad, Hercules, CA, USA). Gene-specific mouse primers were used as presented in Supplementary Table S1. Cycle threshold (Ct) data were normalized using glyceraldehyde-3-phosphate dehydrogenase (GAPDH), and the relative gene expression was calculated using the 2^−∆∆*C*t^ method [34].

### 4.12. Differential Transcriptome and Functional Analysis

For differential expression analysis, the data on gene level counts were generated using HTSeq-count v0.5.4p3 [35]. Using the resulting read count data, differentially expressed genes (DEGs) were identified using the R software package TCC [36]. The TCC package uses robust normalization strategies to compare tag count data. Normalization factors were calculated using the iterative DEGES/edgeR method. The Q value was calculated from the *p* value using the p.adjust function in the R package and the default settings. DEGs were identified based on a *q* value threshold less than 0.05. K-means clustering was performed in the Bioinformatics Toolbox of MATLAB R2009a. These RNA-seq data were deposited in the Gene Expression Omnibus (GEO) database (GEO accession number: GSE71586).

### 4.13. Molecular Network and Pathway Analysis

The DEG lists were analyzed using Ingenuity Pathway Analysis software (IPA, Ingenuity^®^ systems, Qiagen, Redwood City, CA, USA). IPA allows for the identification of network interactions and pathway interactions between genes, based on an extensive manually curated database of published gene interactions. We uploaded the genes with a *q* value threshold of less than 0.05 and a fold change in expression of more than 1.5, after HFD, with or without TJ supplementation, and the associated expression value from the RNA-seq data, into IPA. 

### 4.14. Statistical Analysis

The values were expressed as the mean ± standard error of the mean (SEM). Significant differences between the HFD and TJ groups were assessed by Student’s *t* tests and Wilcoxon’s *t* tests using the SPSS v18.0 software (SPSS Inc., Chicago, IL, USA).

## Figures and Tables

**Figure 1:**
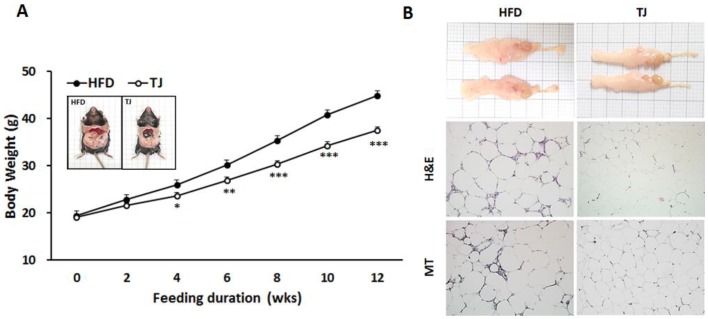
(**A**) Changes in body weight over 12 weeks; (**B**) Hematoxylin and eosin staining (H & E; upper panel) and Masson’s trichrome staining (MT; lower panel) of epididymal adipocytes (magnification 200×) from high-fat diet (HFD)-fed, and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice. The data are shown as mean ± SEM (*n* = 10). TJ vs. HFD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD, 60% kcal from fat; TJ, HFD + Taeeumjowuitang (3%, *w*/*w*).

**Figure 2:**
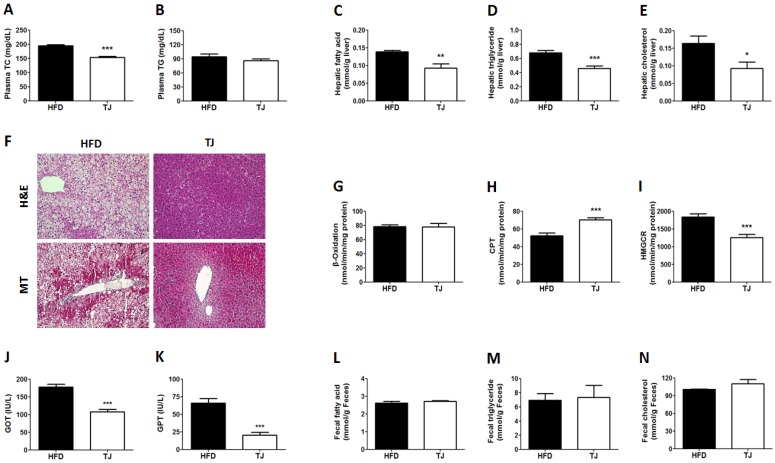
(**A**) Plasma total-cholesterol concentration; (**B**) Plasma triglyceride concentration; (**C**–**E**) Hepatic lipid contents; (**F**) Hematoxylin and eosin staining (H & E; upper panel), and Masson’s trichrome staining (MT; lower panel) of livers (magnification 200×); (**G–I**) Hepatic lipid regulating enzyme activities; (**J**) Plasma glutamic oxaloacetic transaminase; (**K**) Plasma glutamic pyruvic transaminase; and (**L**–**N**) Fecal lipid content in high-fat diet (HFD)-fed, and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice. The data are shown as mean ± SEM (*n* = 10). TJ vs. HFD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD, 60% kcal from fat; TJ, HFD + Taeeumjowuitang (3%, *w*/*w*).

**Figure 3:**
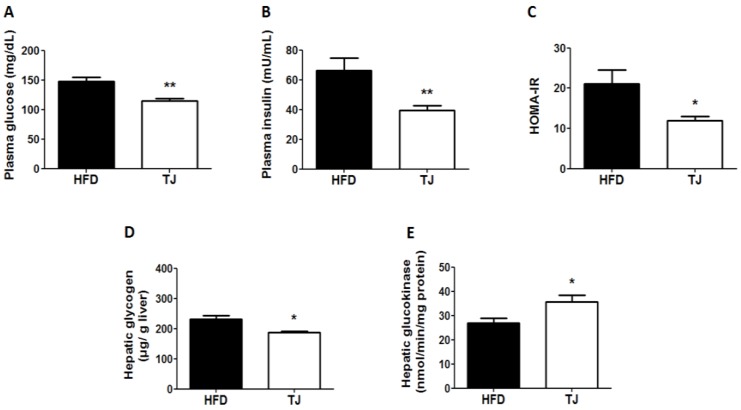
Changes in the (**A**) Fasting plasma glucose concentration; (**B**) Plasma insulin concentration; (**C**) Insulin resistance, according to the homeostasis model assessment for insulin resistance (HOMA-IR); (**D**) Hepatic glycogen content; and (**E**) Hepatic glucokinase enzyme activity in high-fat diet (HFD)-fed, and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice. The data are shown as mean ± SEM (*n* = 10). TJ vs. HFD; * *p* < 0.05, ** *p* < 0.01. HFD, 60% kcal from fat; TJ, HFD + Taeeumjowuitang (3%, *w*/*w*).

**Figure 4:**
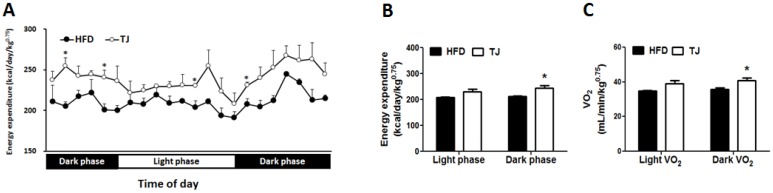
(**A**,**B**) Energy expenditure; and (**C**) Oxygen consumption (VO_2_) in high-fat diet (HFD)-fed and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice. The data are shown as mean ± SEM (*n* = 10). TJ vs. HFD; * *p* < 0.05. HFD, 60% kcal from fat; TJ, HFD + Taeeumjowuitang (3%, *w*/*w*).

**Figure 5:**
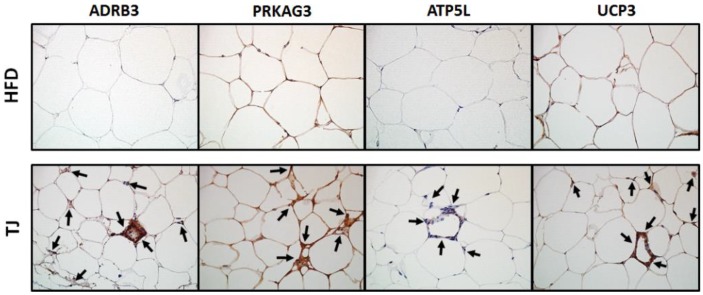
Immunohistochemical staining of epididymal adipocytes (magnification 400×) from high-fat diet (HFD)-fed, and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice. HFD, 60% kcal from fat; TJ, HFD + Taeeumjowuitang (3%, *w*/*w*); ADRB3, beta-3 adrenergic receptor; PRKAG3, protein kinase, AMP-activated, gamma 3 non-catatlytic subunit; ATP5L, ATP synthase, H^+^ transporting, mitochondrial Fo complex subunit G; UCP3, uncoupling protein 3.

**Figure 6:**
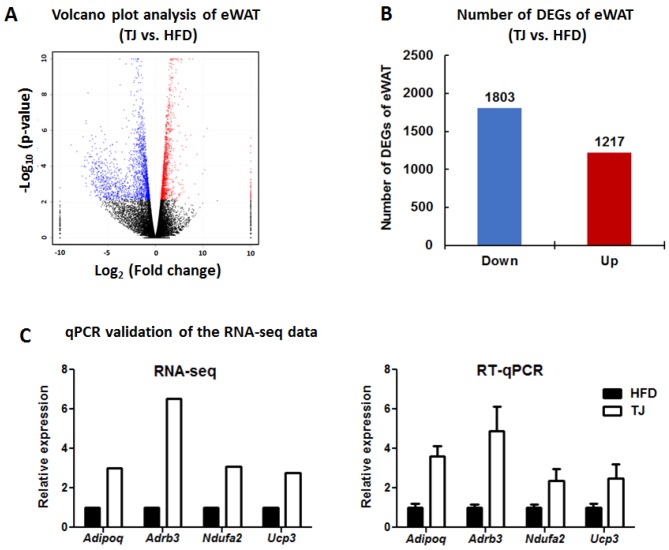
(**A**) Volcano plot analysis of the epididymal white adipose tissue (eWAT) (TJ vs. HFD); (**B**) The number of differentially expressed genes (DEGs) in the eWAT (TJ vs. HFD); and (**C**) Validation of the selected DEGs by quantitative RT-PCR in high-fat diet (HFD)-fed and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice. The data are shown as mean ± SEM. HFD, 60% kcal from fat; TJ, HFD + Taeeumjowuitang (3%, *w*/*w*).

**Figure 7:**
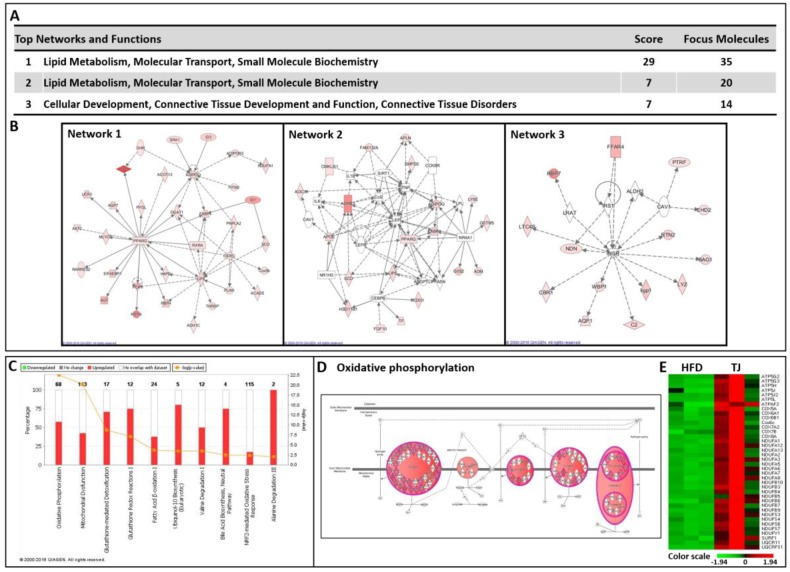
(**A**,**B**) Top three significant networks; (**C**) Significant canonical pathways; (**D**) Transcriptional patterns related to the oxidative phosphorylation pathway (**E**) A heat map of the genes related to oxidative phosphorylation in the epididymal white adipose tissue (eWAT) of Taeeumjowuitang (TJ)-treated mice versus high-fat diet (HFD)-fed mice. The significant networks and pathways were identified by upregulated differentially expressed genes (DEGs) in the eWAT of TJ versus HFD, using Ingenuity Pathway Analysis (IPA). A red-green color scale depicts normalized expression levels (based on Z-scores) in FPKM values. The lines between genes represent known interactions (solid lines represent direct interactions; dashed lines represent indirect interactions). White objects denote measured genes with no significant change, red shading denotes upregulation, and green shading downregulation in expression relative to the HFD. The darker the color, either red or green, the higher the fold change.

**Figure 8:**
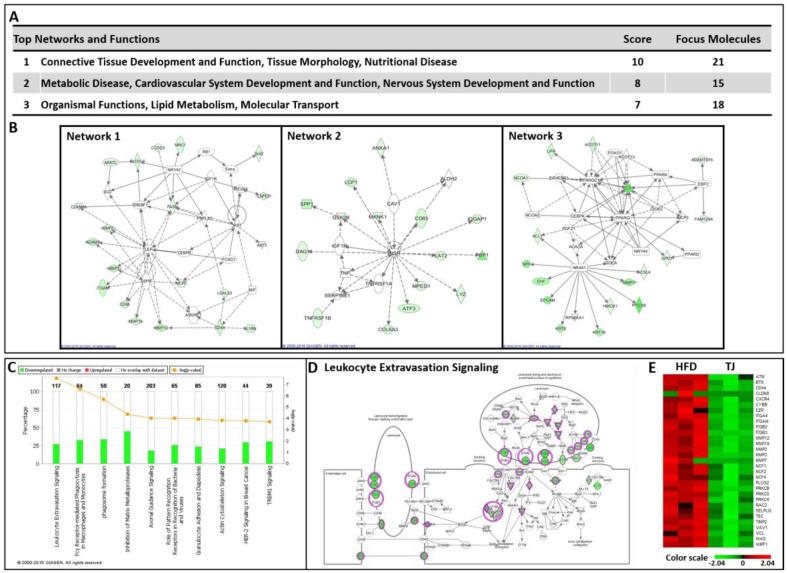
(**A**,**B**) Top three significant networks; (**C**) Significant canonical pathways; (**D**) Transcriptional patterns related to the leukocyte extravasation signaling; (**E**) A heat map of the genes related to leukocyte extravasation signaling in the epididymal white adipose tissue (eWAT) of Taeeumjowuitang (TJ)-treated mice versus high-fat diet (HFD)-fed mice. The significant networks and pathways were identified by downregulated differentially expressed genes (DEGs) in the eWAT of TJ versus HFD, using Ingenuity Pathway Analysis (IPA). A red-green color scale depicts normalized expression levels (based on Z-scores) in FPKM values. The lines between genes represent known interactions (solid lines represent direct interactions; dashed lines represent indirect interactions). White objects denote measured genes with no significant change, red shading denotes upregulation, and green shading downregulation in expression relative to the HFD. The darker the color, either red or green, the higher the fold change.

**Table 1:** Differences in energy intake, food efficiency ratio, organ weight, and adipose tissue weight from high-fat diet (HFD)-fed and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice.

Parameters	HFD	TJ
Energy Intake (kcal/day)	13.63 ± 0.07	13.33 ± 0.20
FER	0.022 ± 0.001	0.016 ± 0.00 ***
Organ Weights (g/100 g Body Weight)		
Liver	3.96 ± 0.19	3.31 ± 0.18 *
Kidney	0.75 ± 0.02	0.83 ± 0.02 *
Muscle	0.72 ± 0.02	0.85 ± 0.04 **
Adipose Tissue Weights (g/100 g Body Weight)		
Epididymal WAT	5.89 ± 0.19	5.33 ± 0.37
Perirenal WAT	0.96 ± 0.05	0.68 ± 0.06 **
Subcutaneous WAT	3.11 ± 0.24	2.73 ± 0.31
Retroperitoneum WAT	1.53 ± 0.05	1.50 ± 0.09
Mesenteric WAT	2.54 ± 0.14	1.28 ± 0.18 ***
Interscapular WAT	3.14 ± 0.08	2.46 ± 0.18 **
Interscapular BAT	0.42 ± 0.01	0.34 ± 0.03 **
Visceral WAT	10.79 ± 0.16	8.79 ± 0.59 **
Total WAT	17.04 ± 0.31	13.98 ± 0.96 *

Data are Mean ± S.E. (*n* = 10). TJ vs. HFD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. HFD, High-fat diet (60% kcal from fat); TJ, HFD + Taeeumjowuitang (3%, *w*/*w*); WAT, white adipose tissue; BAT, brown adipose tissue.

**Table 2:** Plasma adipokines and inflammatory cytokines in high-fat diet (HFD)-fed and Taeeumjowuitang (TJ)-supplemented C57BL/6J mice.

Parameters	HFD	TJ
Leptin (ng/mL)	66.05 ± 6.03	20.40 ± 3.70 **
Resistin (ng/mL)	320.21 ± 5.74	197.11 ± 25.67 **
Adiponectin (ug/mL)	6.99 ± 0.47	8.76 ± 0.26 **
PAI-1 (ng/mL)	2.46 ± 0.36	1.50 ± 0.10 *
IFN-γ (pg/mL)	8.12 ± 0.72	6.19 ± 0.48 *
MCP-1 (pg/mL)	281.14 ± 42.81	173.53 ± 23.68 *

Data are Mean ± S.E (*n* = 10). TJ vs. HFD; * *p* < 0.05, ** *p* < 0.01. HFD, High-fat diet (60% kcal from fat); TJ, HFD + Taeeumjowuitang (3%, *w*/*w*); MCP-1, monocyte chemotactic protein 1; IFN-γ, interferon gamma; PAI-1, plasminogen activator inhibitor 1.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/4/747/s1.

## Abbreviations

ADRB3	beta-3 adrenergic receptor
ATP5L	ATP synthase, H+ transporting, mitochondrial Fo complex subunit G
CPT	Carnitine palmitoyltransferase
DEGs	Differentially expressed genes
DIO	Diet-induced obesity
EE	Energy expenditure
eWAT	Epididymal WAT
FER	Food efficiency ratio
GOT	Glutamic oxaloacetic transaminase
GPT	Glutamic pyruvic transaminase
HFD	High-fat diet
HMGCR	HMG-CoA reductase
HOMA-IR	Homeostasis model assessment for insulin resistance
IFN-γ	Interferon γ
IPA	Ingenuity pathway analysis
MCP-1	Monocyte chemoattractant protein 1
OXPHOS	Oxidative phosphorylation
PAI-1	Plasminogen activator inhibitor 1
PBS	Phosphate buffered saline
PRKAG3	Protein kinase, AMP-activated, gamma 3 non-catatlytic subunit
TJ	Taeeumjowuitang
UCP3	Uncoupling protein 3

How the deposited data were processed for this re-analysis (not part of the article)

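The deposited table held FPKM values for 12 eWAT libraries, 3 in each of 4 groups. The paper reports on the HFD group and on the TJ group, which received 3% (w/w) TJ in the HFD. The labels also name a normal diet group (ND) and a group fed the HFD with 0.25% (w/w) green tea extract (GT). The paper describes 2 groups of 10 mice, the labels 4 groups of 10. All mice were fed for 12 weeks and were 17 weeks old, and the HFD held 60.3 kcal% fat. Each library came from a single mouse, and no libraries held identical values.

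The authors filtered the reads on skipped bases and base quality, mapped them with STAR v2.3.0e to a genome of Ensembl release 72 and computed FPKM with Cufflinks v2.1.1, with noncoding gene regions masked and with multiread and fragment bias correction. The methods name the human genome, and all 23474 identifiers in the deposited FPKM table are mouse identifiers. The authors counted reads with HTSeq and called DEGs with TCC, whose normalization uses the DEGES/edgeR method, at a q-value under 0.05 and a fold change of at least 1.5. Those counts were not used here.

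Gene names, coordinates (GRCm38) and transcript lengths came from GENCODE mouse release 21, which named 22671 of the identifiers and left 803 without a symbol. The depth of each library was estimated from the smallest step between FPKM values multiplied by transcript length, over 2315 genes with a single transcript of at least 1500 nt. It came to 10.0M to 15.8M fragments in the ND group (median 15.7M), 14.0M to 18.5M in the HFD group (16.3M), 15.5M to 19.5M in the GT group (16.0M) and 15.8M to 17.2M in the TJ group (16.7M). These values are approximate, and no counting intervals were derived from them.

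Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(FPKM + 1), with only the 6 libraries of the groups compared and no covariates. Genes with a mean of at least 1 FPKM over these libraries were tested, which gave 12807 genes for TJ against HFD, 14430 for HFD against ND and 12766 for GT against HFD. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with fry, with camera at an estimated correlation and with Fisher's exact test against all tested genes. Single genes were also compared with exact permutation tests in scipy 1.17.1, whose smallest two-sided p for 3 libraries against 3 is 0.1. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in python 3.11.15.

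The OXPHOS list was made by a rule on gene symbols. The lists for leukocyte extravasation, the lipid network and the 3 downregulated networks were read by eye from Figures 7 and 8. The lists for fatty acid β-oxidation, degradation of branched-chain amino acids, phagocytosis receptors, matrix metalloproteases and the tricarboxylic acid cycle and the marker lists of cell types were written from general knowledge, and the glutathione, mitochondrial DNA, ribosome and proteasome lists were rules on gene symbols. A list of 20 germ cell genes was added after the most abundant genes of each library had been seen. The genes named in the text were chosen from those the paper names for eWAT or as plasma proteins, the 5 DEGs with the largest log2 fold change in each direction among those whose groups do not overlap, and the members of a list with the largest and smallest log2 fold change. Not every gene that this rule covers is named. This rule, the tests and the alternatives were set before the data were examined, apart from the additions named as such.

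The alternatives were pseudocounts of 0.1 and 0.01, no filter, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, all 12 libraries in the fit, the replicate number as a block, array weights, eBayes without the trend, other thresholds for the DEGs and each library left out in turn. The removal of trends of the fold change with transcript length or GC content (loess with a span of 0.5) was set for some results and added for others after the data had been seen. The lists of matched genes were drawn 10000 times.

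Whether the replicate numbers pair the libraries was checked with the correlation over genes of the deviations from the group means. For HFD against ND it was 0.55, 0.34 and 0.12 for numbers 1 to 3, each over 0.1, and the numbers were taken to pair these libraries. Neither the paper nor the labels name anything shared by a number, and HFD replicate 3 and ND replicate 2 correlated at 0.63.

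The comparison was tested on simulated data with the means and spreads of the real genes. Of 12530 simulated genes, 100 were changed 4-fold and 100 were changed 2-fold, and 99 and 61 of them were called. Among the 167 calls, 7 were genes that had not been changed, and the slope of the fitted on the true log2 fold changes was 0.981. With nothing changed, 0 genes were called. The p-value of camera was 3.0e-49 for a raised list and 0.158 for an untouched list. The simulated genes varied independently of one another, so camera was not tested on genes that move together. A simulated length trend with a correlation of -0.564 was brought to -0.00045. The plasma, liver, calorimetry, histology and RT-qPCR measurements and the supplementary tables were not analysed here.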

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

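The tests of germ cell and epididymis transcripts and of ND replicate 1 were chosen only after the results were seen, and the counts over other splits and the tests of shared HFD libraries were set beforehand.

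The paper does not report on the GT libraries, and they differed from the HFD libraries. limma called 464 DEGs, 233 higher and 231 lower in the GT group. Of the 10 splits of these 6 libraries, 1 gave as many DEGs, the split by group itself, and the others gave at most 1 DEG and 871 genes at an unadjusted p-value under 0.05. These 10 splits cannot put a share under 0.1, so the difference and a grouping by chance cannot be told apart by this count. The count ran from 4 without GT replicate 2 to 1107 without GT replicate 1. Those 1107 were not evenly split, with 375 higher and 732 lower in the GT group. The changes resembled those in the TJ group, with a Pearson correlation of 0.74 over 12649 genes, and 95.8% of 2353 TJ DEGs had the same sign. Both comparisons use the same HFD libraries, but 100 simulated sets of unchanged groups gave a correlation of 0.5 on average and 0.550 at most, and the same sign in 84.2% on average and 85.8% at most. These sets were drawn with the spread of single genes, and sets in which genes move together were not simulated. Such sets could range more widely, so the shared libraries stay open as the whole cause. Of the 464 DEGs, 324 were also DEGs in the TJ group, 322 of them in the same direction. An effect of the green tea extract and any unrecorded difference in handling between the HFD group and the other groups stay open.

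The ND libraries are not in the paper either. limma called 255 DEGs between HFD and ND, 249 of them higher in the HFD group. The replicate numbers were taken to pair these libraries, an assumption that nothing in the paper or the labels backs. With the number as a block there were 0 DEGs and 2239 genes at an unadjusted p-value under 0.05. Of the 10 splits, 1 gave as many DEGs, the split by group, and the other splits that part all 3 pairs gave 0 DEGs, with at most 233 genes at an unadjusted p-value under 0.05. The 6 remaining splits gave 0 DEGs as well. Of these, ND replicates 1 and 3 with HFD replicate 1 against the rest had 1582 genes at an unadjusted p-value under 0.05, against 1672 in the split by group. These are the 3 libraries with the highest sums over germ cell genes (111654, 3896 and 2530 FPKM, against 86.2 to 240 FPKM), so this split follows that RNA and its number is not evidence for a grouping by chance. The 10 splits cannot put a share under 0.1, so the diet and a grouping by chance cannot be told apart by the count of DEGs. Without ND replicate 1 the count was 2098, with 1505 DEGs higher and 593 lower in the HFD group. The count was 24 and 23 without ND replicates 2 and 3. It was 0 without HFD replicate 1, 2 or 3, with 843 to 982 genes at an unadjusted p-value under 0.05. The count of 2098 is what other RNA in ND replicate 1 that widens the spread needs. The diet itself stays open as the biological explanation of the DEGs.

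ND replicate 1 stood far from the other libraries. The FPKM values of 20 germ cell genes summed to 111654 in it, against 240 and 3896 in ND replicates 2 and 3 and 31.4 to 135 in the GT and TJ libraries. Tnp1 had 28802 FPKM there, Tnp2 23509, Prm2 21394 and Prm1 18708. Epididymis genes were high as well, with 8812 FPKM for Lcn8 and 6364 for Gpx5. Of the 20 germ cell genes, 2 had at least 1 FPKM in every TJ library, none was in another marker list and none was in the lists read from the figures of the paper. The FPKM of each adipocyte marker was set against its mean in ND replicates 2 and 3, and the median of these ratios was 5.81%. This is neither 0 nor near the other ND libraries, so a mislabelled sample and eWAT mixed with testis and epididymis cannot be told apart. No biological explanation was tested.

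The germ cell genes also summed to 2530 FPKM in HFD replicate 1, against 96.5 and 86.2 FPKM in HFD replicates 2 and 3. Tnp1 reached 604 FPKM, Prm1 436, Tnp2 373 and Prm2 324. Of 522 genes with at least 50 FPKM in ND replicate 1 and under 1 FPKM in all GT and TJ libraries, 506 were detected in the HFD group. HFD replicate 1 was highest in 471 of them (93.1%), HFD replicate 2 in 33 and HFD replicate 3 in 2. The median ratio of HFD replicate 1 to ND replicate 1 over 16 germ cell genes was 3.50% (quartiles 2.12% and 6.08%). RNA from another tissue has the values it needs. Whether it came in at dissection or later was not tested, and no biological explanation was tested.

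In HFD replicate 2, 39 epididymis genes summed to 2755 FPKM, against 582 and 547 FPKM in HFD replicates 1 and 3 and 372 to 576 FPKM in the GT and TJ libraries. Of the 39 genes, 4 had at least 1 FPKM in every TJ library. Npc2, at 418 FPKM, was as high in the other HFD libraries. Crisp1 had 1172 FPKM in HFD replicate 2 against 0.149 and 0.531 FPKM, Cd52 549 and Ces5a 205. Lcn8 was listed at 0 and Gpx5 was at 0.268 FPKM. Of 32 epididymis genes detected in the HFD group, HFD replicate 2 was highest in 23 (71.9%), HFD replicate 1 in 8 and HFD replicate 3 in 1. RNA from epididymis other than the part that expresses Lcn8 and Gpx5 has the values it needs. No biological explanation was tested.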

How the results depend on the processing

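No tests in this part were chosen after the results were seen, except the removal of the GC trend and of the length trend where these were added after seeing the data. The depth of the libraries, known only approximately, limits genes of low FPKM, for which counting error could not be given.

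With camera at the estimated correlation, the p-value was 0.208 for the OXPHOS list and 0.201 for leukocyte extravasation, and 0 of the 10 other lists passed, with a smallest unadjusted p of 0.0639. The cause was not tested.

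With no filter, there were 382 DEGs between TJ and HFD (198 up, 184 down, 5910 genes at an unadjusted p under 0.05), 1 of the 4 selected genes, Ucp3, passed, and there were 0 OXPHOS DEGs (58 unadjusted), 4 leukocyte extravasation DEGs and 5 DEGs between GT and HFD. More genes tested is part of this by construction. With all 12 libraries, there were 0 DEGs between TJ and HFD (2104 unadjusted), 0 selected genes (1 unadjusted) and 0 OXPHOS DEGs (31 unadjusted). That fit also gave 0 leukocyte extravasation DEGs (23 unadjusted), 1 DEG between GT and HFD and 1136 between HFD and ND. It includes ND replicate 1, the library with the most germ cell transcripts, and whether that library made the change was not tested. Array weights gave 15 OXPHOS DEGs, 6057 DEGs between HFD and ND and 1589 between GT and HFD. eBayes without the trend gave 67 DEGs between GT and HFD. An adjusted p under 0.1 gave 459 DEGs between HFD and ND and 1034 between GT and HFD, by construction. Pseudocounts of 0.1 and 0.01 gave 126 and 111 DEGs between HFD and ND. For the others the cause was not tested.

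The replicate numbers were checked as pairs. The correlation of deviations from the group means was -0.03, -0.05 and 0.23 for TJ against HFD and 0.20, 0.05 and -0.07 for GT against HFD, so these libraries share only a number. The replicate block gave 1198 DEGs between TJ and HFD, 8 OXPHOS DEGs and 5 DEGs between GT and HFD. For HFD against ND, whose numbers were taken as pairs, the block gave 0 DEGs (2239 unadjusted). Nothing in the paper or the labels links these numbers. The highest correlation, 0.63, was between HFD replicate 3 and ND replicate 2, so the pairing is an assumption.

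Directions turned as follows, and the cause was not tested. With median-of-ratios scaling, Uqcrc2 was at 0.072 and mt-Atp8 at 0.028. With quantile normalization, Atp5a1 was at -0.22 and mt-Co2 at -0.086. With the length trend removed, Adh1 was at -0.11. With the GC trend removed, chosen after seeing the data, Uqcrc2 was at 0.10, Atp5a1 at -0.053 and mt-Atp8 at 0.054.

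Across the 6 fits that each left out a library, the DEGs between TJ and HFD ran from 0 (without HFD replicate 1, 2 or 3 or TJ replicate 1, 3732 to 4735 unadjusted) to 3412 (without TJ replicate 3), the selected genes from 0 to 4, the OXPHOS DEGs from 0 to 51 (without TJ replicate 3) and the leukocyte extravasation DEGs from 0 to 25 (without TJ replicate 2). The DEGs between HFD and ND ran from 0 to 2098 (without ND replicate 1) and those between GT and HFD from 4 (without GT replicate 2) to 1107 (without GT replicate 1). Uqcrc2 ran from -0.15 to 0.024 (without TJ replicate 1) and mt-Atp8 from -0.27 to 0.13 (without HFD replicate 2). Fewer libraries are part of the lost calls by construction.

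Over all alternatives, the values of single genes kept direction and call in 762 cases, lost the call in 350, gained it in 22 and turned in 11. The 10 other lists kept their call in 77 cases, lost it in 11 and gained it in 2. Separate counts of upregulated and downregulated DEGs moved by over 1.5 times in 66 cases and did not in 54, and marker lists moved in 14 cases and did not in 72. The medians of the OXPHOS and leukocyte extravasation lists kept their direction under every alternative run, from 0.45 (length trend removed) to 0.97 and from -1.55 to -0.96.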

Differences from the paper's values

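No test in this part was chosen after the results were seen, except the removal of the GC trend. The share of OXPHOS genes called upregulated was 37.8% (31 of 82 nuclear genes), against the paper's value of about 57% in Figure 7C, read by eye. The 82 genes were taken by gene symbol and the gene list behind the figure was not used, so the shares are over different genes. Among the alternatives set before the data were examined, the share came within 1.5 times of the paper's with pseudocounts of 0.1 and 0.01 (42.7% each), a mean of at least 5 FPKM (44.9%), median-of-ratios scaling (40.2%), quantile normalization (46.3%) and without TJ replicate 3 (62.2%). It did not with no filter, with all 12 libraries and without HFD replicate 1, 2 or 3 or TJ replicate 1 (0% each), with the replicate block (9.76%), array weights (18.3%), eBayes without the trend (28.0%), without TJ replicate 2 (37.8%) or with the length trend removed (29.3%).

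The paper shows Mmp12 and Tec in its heat map of downregulated leukocyte extravasation genes and Spp1, Col6a3 and Krt8 in its networks of downregulated DEGs, and these did not pass in limma (adjusted p = 0.0551, 0.0904, 0.0512, 0.0612 and 0.0621). Mmp12 and Spp1 passed with a mean of at least 5 FPKM, quantile normalization, the replicate block, array weights, without TJ replicate 2 and without TJ replicate 3, where their adjusted p-values over the 18 alternatives ran from 0.00656 to 0.189 and from 0.0111 to 0.193. The adjusted p-value of Tec was under the threshold without TJ replicate 2 (range 0.0482 to 0.400). That of Col6a3 was under it with quantile normalization and without TJ replicate 2 (range 0.0480 to 0.714). Without TJ replicate 2, Tec and Col6a3 each had a log2 fold change of -0.45. This is short of the fold change set for DEGs, so neither gene was a DEG without that library. Krt8 passed with pseudocounts of 0.1 and 0.01 (range 0.0495 to 0.519). Adh1, in the network of upregulated DEGs, and Atpaf2, in the heat map of OXPHOS genes, did not pass in limma (adjusted p = 0.498 and 0.150) or under the alternatives run (ranges 0.220 to 0.957 and 0.0612 to 0.597). Of the genes read from the heat maps, 24 of 38 for OXPHOS and 18 of 31 for leukocyte extravasation passed. For the latter, more passed with pseudocounts of 0.1 and 0.01 (20 each), array weights (21), a mean of at least 5 FPKM (22), the replicate block (22), quantile normalization (24), without TJ replicate 2 (25), without TJ replicate 3 (23) and with the GC trend removed (19), which was chosen after seeing the data.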

Other observations

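The tests on length within the OXPHOS list, GC content, adipocyte share, dilution, macrophage share and testis and epididymis RNA were chosen only after the results were seen.

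Of the 10 splits of the TJ and HFD libraries, 1 gave as many DEGs, 1 gave as large a median of the OXPHOS genes, 1 gave as large a median of the leukocyte extravasation genes and 2 gave as many of the 10 other lists past the threshold. The real split is counted in each. The other splits gave 0 DEGs, with at most 818 genes at an unadjusted p-value under 0.05. With 10 splits, the share cannot fall under 0.1, and the groups and a grouping by chance cannot be told apart by it.

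The rise of the OXPHOS genes in the TJ group was weighed against transcript length. In 10000 random lists matched on length and expression, the median log2 fold change was 0.44 (0.32 to 0.55), and 0 of them reached the 0.77 of the OXPHOS genes, which argues against length as the whole cause. Length carries part of it. Among the OXPHOS genes the Spearman correlation of the fold change with length was -0.446. The 48 genes under 1000 nt had a median of 0.92 with 24 DEGs and the 34 longer genes 0.50 with 7 DEGs. Other genes under 1000 nt had a median of 0.41 and longer ones -0.16. After removal of the trend, the correlation was -0.233 among the OXPHOS genes and -0.0511 over all genes. Cytosolic ribosome genes, with a median of 0.53 over 80 genes, lay at percentile 63.1 of their matched lists, and mitochondrial ribosome genes, with 0.48 over 75, at percentile 99.9. The proteasome genes had a median of 0.19. With the length trend removed, a step chosen for these lists after seeing the data, the medians were 0.16 for cytosolic ribosome, 0.23 for mitochondrial ribosome and -0.038 for proteasome genes. The slope of expression on a doubling of length was -0.12, -0.33 and 0.00 in the TJ libraries and -0.05, 0.13 and 0.12 in the HFD libraries, and what made it differ was not tested. After removal of the GC trend the median was 0.74, which argues against GC content. In the GT group, the adipocyte markers rose by 0.77 and the OXPHOS genes by 0.088, which argues against a larger adipocyte share as the whole cause. The OXPHOS median of TJ against GT was 0.74 and 0.22 without the length trend. An effect of TJ on OXPHOS genes stays open as a hypothesis, beside a part from length.

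The fall of immune genes in the TJ group was weighed in the same way. The endothelial markers rose, with a median of 0.57, and the fibroblast markers fell, with -1.34, which argues against dilution by adipocyte RNA, since it lowers all other cell types alike. The adipocyte markers rose by 0.79. The macrophage markers had a median of -1.45, close to the immune lists, so a lower share of macrophages and a lower expression within them cannot be told apart in whole tissue. In HFD replicates 1, 2 and 3, the most abundant macrophage markers were Lyz2 (2684, 1914 and 2757 FPKM), Ctss (902, 719 and 913 FPKM) and Gpnmb (874, 699 and 958 FPKM). The leukocyte extravasation genes had a median of 1.04 FPKM in ND replicate 1, the library with the most germ cell transcripts, against 22.7 to 29.5 FPKM in the HFD libraries, which argues against testis RNA in HFD replicate 1 as the cause. Without HFD replicate 2 their median log2 fold change was -1.45, which argues against epididymis RNA in that library. All 17 macrophage and 17 adipocyte markers had at least 1 FPKM in every TJ library, and 2 and 4 of them are also in the lists read from the figures. The 12 endothelial and 12 fibroblast markers also did, and none is in those lists.

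The other marker lists had a median log2 fold change between TJ and HFD of 0.78 for T cells (4 genes tested), 0.54 for B cells (3), -0.12 for mesothelium (7), -1.18 for epididymis (16), -1.21 for epithelium (10), 0.48 for brown fat (4), 0.06 for skeletal muscle (2), 0.90 for erythrocytes (5) and -2.66 for germ cells (17). Of these, 5 epithelium genes are in the lists read from the figures. Over the alternatives the medians ran from 0.17 to 1.30 for T cells, 0.16 to 0.83 for B cells, -0.73 to 0.17 for mesothelium, -1.61 to -0.11 for epididymis, -2.66 to -0.77 for epithelium, -0.017 to 0.90 for brown fat, -0.32 to 0.37 for skeletal muscle, 0.49 to 1.03 for erythrocytes and -4.81 to -2.46 for germ cells. The mesothelium median turned with quantile normalization, that of brown fat with no filter and that of skeletal muscle with the length trend removed, which was chosen after seeing the data.

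Between HFD and ND, macrophage markers had a median of 3.77, leukocyte extravasation genes 2.52, fibroblast markers 1.85 and OXPHOS genes -0.49. Without ND replicate 1, a step taken for these lists after seeing the data, they were 3.02, 2.17, 1.02 and -0.18. ND replicate 3, whose germ cell genes summed to 3896 FPKM against 240 FPKM in ND replicate 2, stayed in that fit, so it was not free of such RNA. TJ DEGs went the opposite way in 87.3% of 2354 genes when ND replicate 1 was left out, above the 80.8% on average and 82.8% at most of simulated unchanged groups that share the HFD libraries. With all ND libraries the share was 79.9%, below the simulated 84.2% on average and 82.1% at least, so a reversal of the diet and the shared libraries cannot be told apart. Between TJ and GT there were 18 DEGs and 2996 genes at an unadjusted p-value under 0.05 among 12187.

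Among the plasma proteins the paper reports, the log2 fold change of the eWAT mRNA between TJ and HFD was -0.96 for Lep (-0.49 without TJ replicate 2, limma adjusted p = 0.111 with all 6 libraries), 2.42 for Retn (0.0248) and -1.54 for Ccl2 (0.0248). The paper reports lower plasma resistin in the TJ group, so the Retn mRNA went the opposite way. Lep and Ccl2 mRNA were lower in the TJ group, the direction the paper reports for plasma leptin and MCP-1. Ifng was under the filter, at 0 to 0.288 FPKM. Prkag3 was at 0.90 (limma adjusted p = 0.0246).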
